A study of Sus scrofa with 60 samples. Its data were reported in "A High Protein Diet during Pregnancy Affects Hepatic Gene Expression of Energy Sensing Pathways along Ontogenesis in a Porcine Model" (2011).

How the data were processed

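Liver tissue of the offspring of German Landrace gilts was profiled on Affymetrix GeneChip Porcine Genome arrays, on which each transcript is read by a group of short oligonucleotides called a probe set. The arrays compared here are those of the adequate protein (AP) offspring, whose mothers received the diet with the lower protein content during pregnancy. Samples were taken at 94 days post conceptionem (dpc), before birth, and at 1, 28 and 188 days post natum (dpn). There were 15 animals at 94 dpc, 15 at 1 dpn, 14 at 28 dpn and 16 at 188 dpn, with 1 array per animal and 60 arrays in all. The offspring of the gilts fed the high protein (HP) diet were not analysed here. Animals were grouped by the stage that the labels state. According to the study's methods the animals of a stage came from 8 litters, the fetuses were taken in an experiment separate from that of the born animals, and the pigs of 28 and 188 dpn had fasted overnight. The labels give neither litter, sex nor body weight, so each animal was treated as independent. The study spread each litter over the stages after birth, and without a litter key neither this nor the pairing of sibs within a stage could enter the models.

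The authors deposited 1 intensity per probe set and array. These are linear signals of the kind the Affymetrix software computes from matched and mismatched probes, and the submitters' processing notes name GCOS 1.1.1. On every array the mean after trimming 2% of the probe sets at each end was close to 500, so the arrays had been scaled to that target. The values are not the log-scale GCRMA values on which the study ran its own tests. For the comparisons reported here each intensity was therefore raised by 16 and taken to the log2 scale, a choice that had been set for the case of linear values. Scaling to a trimmed mean fixes that mean and not the median: the array median was 169 ± 5.53 (SD, n = 15) at 94 dpc, 148 ± 9.76 (n = 15) at 1 dpn, 116 ± 6.12 (n = 14) at 28 dpn and 111 ± 5.72 (n = 16) at 188 dpn.

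Of the 24123 probe sets, 124 were Affymetrix controls and were not tested as transcripts or list members, which left 23999. A probe set entered a comparison when its value lay above the median of all probe sets of the array in at least 50% of the animals of at least 1 stage compared. Gene symbols were taken from the probe annotation supplied with the series. It lists 1 gene for 10069 probe sets, several genes for 198 and none for 13732. The gene IDs of 9961 of the 10069 were found in the RefSeq annotation of the pig assembly Sscrofa11.1, which was used for names only and changed 0 symbols. Where a gene had several probe sets, the one with the highest mean over the 60 arrays stood for it, which gave 6765 genes. No coordinates are given, since no genome was used.

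Consecutive stages were compared in pairs: 94 dpc with 1 dpn (period I), 1 dpn with 28 dpn (period II) and 28 dpn with 188 dpn (period III). Linear models with moderated variances were fitted to the 2 stages of each period with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method within a period. A transcript was called changed at an adjusted p below 0.05, and the number with a change of at least 2-fold was counted as well. Any difference among the 4 stages was tested with limma's moderated F statistic over all 60 arrays. Probe sets that changed in opposite directions in 2 successive periods were counted as peaks or troughs of the middle stage. Because both changes share the animals of the middle stage, these counts were repeated with odd-numbered animals of that stage in 1 comparison and even-numbered ones in the other. All log2 changes are later minus earlier stage and the tests of change are two-sided.

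Gene lists covering hepatocyte functions, blood cell formation, the other cell types of the liver, and cell maintenance were fixed before the data were examined, as were the comparisons, the filter, the thresholds and the rule for naming genes. Lists with at least 5 measured genes were tested with limma's camera, which asks whether the genes of a list shift relative to all other genes, with a preset correlation of 0.01 between genes. The 36 lists that could be tested in each period gave 108 tests, adjusted together. Each test was repeated with the correlation estimated from the data, and the p of that version is printed beside each called list. Named genes are the 10 largest rises and 10 largest falls per period among genes with a single symbol whose 2 stages did not overlap, up to 4 members per list with the largest change in the list's main direction and up to 2 in the other, a fixed set of hepatic genes reported in every period, the probe sets that the study measured by quantitative PCR, and the members of the pathways that the study printed for each period. The latter pathways were picked by the study from these animals or their HP counterparts, and therefore they are counted and not tested. Counts are reported here only for the pathways printed for AP animals. A few items of the fixed set and of the quantitative PCR probe sets are not reported here. Of the rest of the fixed set, INSR passed the filter in no period, CYP7A1 did not pass in period I and AFP did not pass in period III. A few pathway genes and list members also failed the filter and carry no value.

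Alternatives set beforehand were no filter, filters at the 25th and 70th percentile, a standard deviation of at least 0.2, quantile normalization, centring of each array on its median, 1 fit over all 60 animals, an intensity trend with robust variances, the Welch test, q-values by Storey's method with lambda 0.5, leaving out the array of lowest correlation in each stage, a pseudocount of 1, the estimated correlation, and the mean over a gene's probe sets. Only odd-numbered animals, and the log2 ratio of the 3' to the 5' actin control probe set as a covariate, were added after the data had been seen. Real stages were further compared with 100 splits of the animals, the real one included. Measures per array were compared by permutation tests with 100000 resamples, adjusted over 21 tests.

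The procedure was tested on simulated data with the real means and spreads. Of 50 transcripts altered at each size, 24% were recovered at 1.25-fold, 76% at 1.5-fold, 98% at 2-fold and 100% at 4-fold in period I. In period II the shares were 18%, 70%, 92% and 100%, and in period III 26%, 78%, 98% and 100%. The moderated F statistic recovered 26%, 70%, 96% and 100%. With few transcripts altered, the simulation gave 162 calls in period I, against 8298 in the real comparison. The p-value needed to pass the adjustment depends on the number of calls, so these shares are not the sensitivity of the real comparisons. False calls made up 8.02% of the calls in period I, 4.11% in period II, 3.82% in period III and 4.58% with the F statistic, and camera called 0 of 200 lists without a shift in each period. The simulated genes were independent of each other, whereas those of the real animals are correlated. On random splits of the real animals camera with the preset correlation called a median of 10, 7 and 6 of 36 lists in periods I, II and III. A random split can keep part of the stage difference, so these medians are not a rate of false calls. The number of arrays per stage limits the precision of every value. Tables were read with the data.table package (version 1.17.8), and plots were drawn with Python 3.11.15 and matplotlib 3.10.9.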

Results

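Messenger RNA was measured in the liver of 60 pigs from mothers on the adequate protein diet, at 1 stage before birth and 3 after it. The stages were 94 dpc with 15 animals, 1 dpn with 15, 28 dpn with 14 and 188 dpn with 16, and each animal had its own array. The study followed how the hepatic transcriptome changes from the fetus to the slaughter-age pig, and these animals are the arm that stands for ordinary maternal protein supply. Levels are given as log2 intensity, with the standard deviation (SD) between animals after the ± sign. Changes are given on the log2 scale as later minus earlier stage, with the standard error (SE) after the ± sign. A change against a stage whose level is near background is a lower limit, because background and the 16 added to each intensity set that level. The Tag control probe sets, taken as background, had means of up to 5.86 at 94 dpc, 6.29 at 1 dpn, 5.73 at 28 dpn and 5.84 at 188 dpn. Adjusted p-values of single transcripts come from limma, and those of gene lists from camera with the preset correlation unless stated otherwise. List changes are medians over the measured members, and values relative to all genes have the median of all genes subtracted. Counts of list members adjusted over the list alone equalled those over all genes wherever no second count is given.

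The arrays grouped by stage. The first principal component of all probe sets that passed the filter carried 50.9% of the variance and ordered the stages by age, with mean scores of -78.9 ± 5.68 at 94 dpc, -34.1 ± 9.43 at 1 dpn, 45.5 ± 8.01 at 28 dpn and 66.1 ± 7.17 at 188 dpn. The second component carried 11.2% and set the newborn apart, with a mean of 44.5 at 1 dpn against -30.6 at 94 dpc, -1.04 at 28 dpn and -12.0 at 188 dpn. Within stages, Pearson's r between arrays across genes, which are not independent replicates, ranged from 0.927 to 0.950 at 94 dpc, 0.904 to 0.950 at 1 dpn, 0.926 to 0.963 at 28 dpn and 0.928 to 0.965 at 188 dpn.

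**Figure D1:**
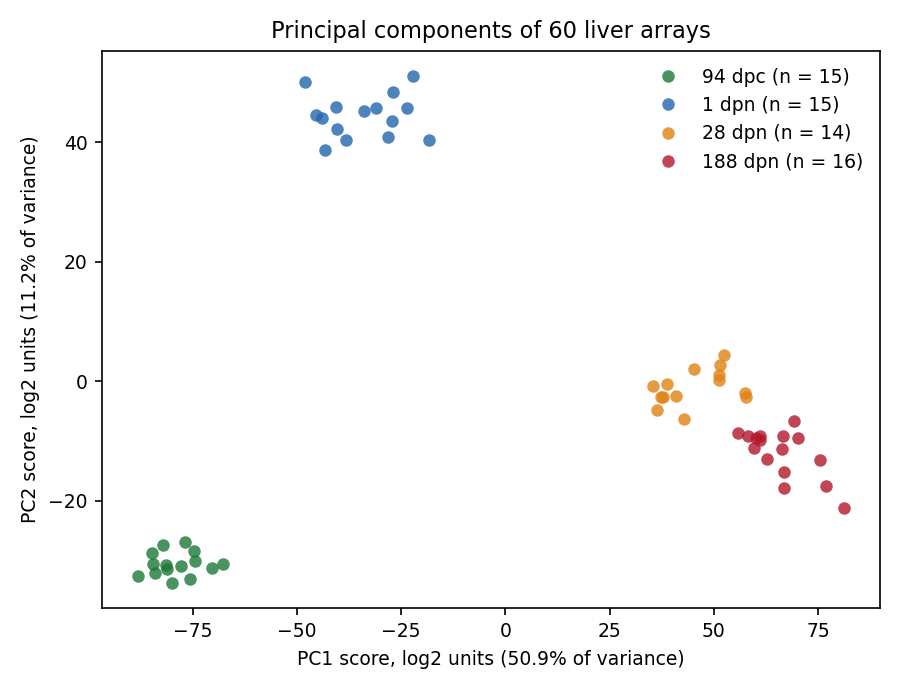
Scores of the 60 arrays on the principal components of log2 intensity, with each point 1 animal coloured by stage and each axis giving its share of the variance (50.9% and 11.2%). The mean score on the horizontal axis goes from -78.9 at 94 dpc to 66.1 at 188 dpn.

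Any change over the 4 stages was found for 12899 of 13844 probe sets, or 93.2%. The stage means of 6841 of them spanned at least 2-fold and those of 1582 at least 4-fold. Among the 6841, under the deposited scaling, which leaves the array median highest at 94 dpc, the highest mean was most often that of the fetus, with 3406 probe sets at 94 dpc, 1391 at 1 dpn, 671 at 28 dpn and 1373 at 188 dpn. The lowest mean was reached by 1515 at 94 dpc, 1006 at 1 dpn, 1218 at 28 dpn and 3102 at 188 dpn.

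Control probe sets on the array for RNA quality also moved with stage. The log2 ratio of the 3' to the 5' actin control, which rises when transcripts are shortened, was 2.29 ± 0.34 at 94 dpc, 1.76 ± 0.31 at 1 dpn, 3.54 ± 0.46 at 28 dpn and 4.01 ± 0.45 at 188 dpn. It rose by 1.79 from 1 to 28 dpn with no overlap between the animals (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 2.6e-05). The same ratio for GAPDH was 0.99, 0.38, 0.77 and 0.68. It fell by 0.61 from 94 dpc to 1 dpn with no overlap between the animals (adjusted p = 2.6e-05) and rose by 0.38 from 1 to 28 dpn with overlap (adjusted p = 2.6e-05). A control probe set for 18S ribosomal RNA, which a poly(A)-primed label should hardly pick up, read 9.04 ± 0.29, 9.03 ± 0.42, 13.86 ± 0.21 and 13.36 ± 0.47 over the 4 stages, while another 18S control went the other way in period II, from 12.23 to 10.27.

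**Figure D2:**
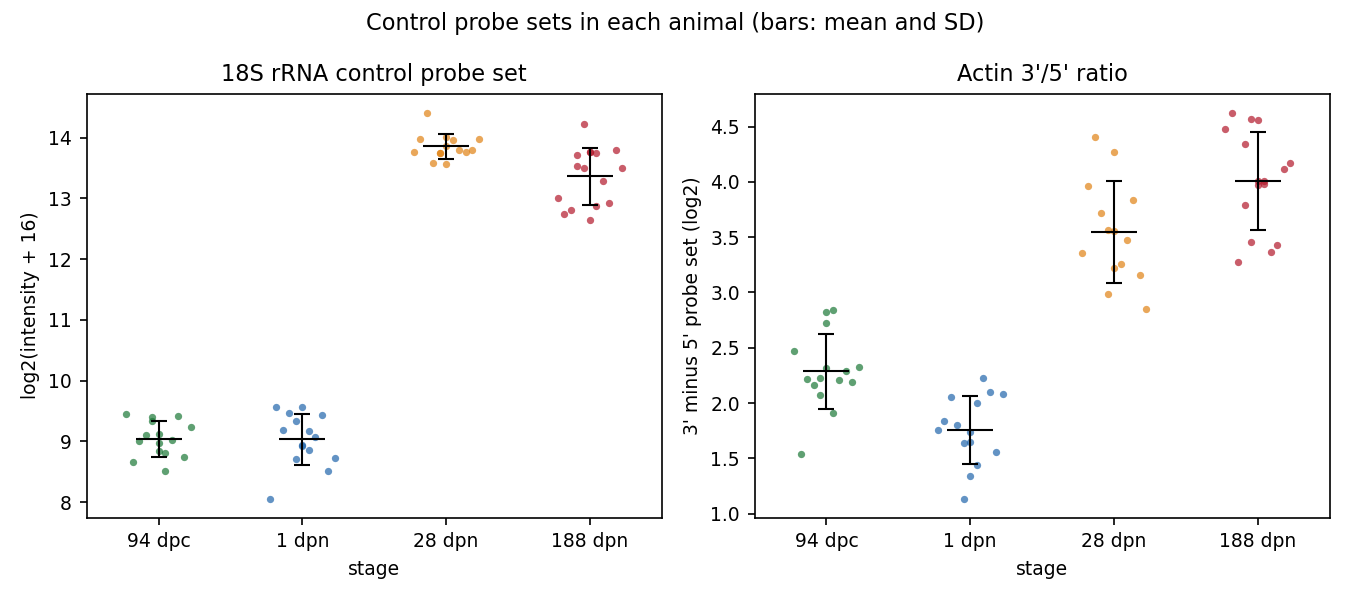
Log2 intensity of an 18S ribosomal RNA control probe set and log2 ratio of the 3' to the 5' actin control, with each point 1 animal by stage and the mean and SD drawn beside the points. The 18S control has a mean of 9.03 at 1 dpn and 13.86 at 28 dpn, and the actin ratio has means of 1.76 and 3.54.

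The comparison of 94 dpc with 1 dpn (period I) asks which transcripts move across birth, when the liver takes over glucose supply, ammonia disposal and detoxification and leaves blood formation to the bone marrow. It spans the last weeks of gestation, birth and the time up to sampling, so changes before birth cannot be told apart from changes at birth. Lists of xenobiotic, amino acid catabolism and acute phase genes were higher at 1 dpn (n = 15) than at 94 dpc (n = 15). CYP2E1 was up 48.1-fold, and HPD and CRP rose from levels near background. All 16 measured erythroid genes and 12 of 13 cholesterol synthesis genes were lower. Of 12771 probe sets, 3055 rose and 5243 fell, so that 65.0% changed. A change of at least 2-fold was reached by 680 that rose and 1039 that fell, and for 570 that rose and 706 that fell the animals of both stages did not overlap, against 1.29e-06% by chance. The actin 3'/5' ratio fell by 0.53 over the same step (permutation p = 0.00011), and that of GAPDH fell by 0.61 with no overlap between the animals.

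Hepatocyte enzymes were among the largest rises of period I. HPD, an enzyme of tyrosine breakdown, rose by 7.70 ± 0.29 (adjusted p = 1.7e-20), from 6.14 ± 0.97, near background, to 13.84 ± 0.68, so the change is a lower limit. CYP2E1, an oxidase of ethanol and ketone bodies, rose by 5.59 ± 0.40 or 48.1-fold (adjusted p = 1.5e-13). The sulfotransferases SULT2A1 and SULT1E1, which make steroids soluble, rose by 4.79 ± 0.23 and 4.79 ± 0.24. GNMT, which buffers the methyl donor S-adenosylmethionine, rose by 4.58 ± 0.31, and ETNPPL, which cleaves phosphoethanolamine, rose by 4.73 ± 0.42. GK, through which glycerol enters glucose synthesis, rose by 4.21 ± 0.13. TP53INP2, a regulator of autophagy, rose by 5.38 ± 0.16 from a background level of 5.28. The fetal levels of SULT1E1 and ETNPPL, 6.04 and 5.23, were near background too. None of these 8 transcripts had an animal at 1 dpn as low as any fetus.

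Lists of fatty acid oxidation, mitochondrial function and xenobiotic metabolism were higher after birth. The glycolysis list of 17 genes had 9 rising and 5 falling and was not called (adjusted p = 0.44). Of 43 xenobiotic metabolism genes 29 rose and 3 fell, or 30 and 3 adjusted over the list alone, with a median change of 0.65 and 0.71 relative to all genes (adjusted p = 1.0e-06; adjusted p = 0.050 with an estimated correlation). Of 41 genes of fatty acid oxidation and ketogenesis 27 rose and 6 fell, with a median of 0.66 and 0.72 relative to all genes (adjusted p = 6.8e-06; adjusted p = 0.050 with an estimated correlation). ANGPTL4, a fasting signal that restrains lipoprotein lipase, rose by at least 3.88 ± 0.29 from a background level of 5.23. ACADVL and CPT1A, which start mitochondrial oxidation of long fatty acids, rose by 2.46 ± 0.13 and 2.40 ± 0.15, and their regulator PPARA rose by at least 2.46 ± 0.23 from a background level of 5.14. ACSL4, which activates arachidonic acid, fell by 3.57 ± 0.25. Oxidative phosphorylation had 51 of 61 genes rising and 1 falling, with a median of 0.77 and 0.83 relative to all genes (adjusted p = 2.4e-14; adjusted p = 0.24 with an estimated correlation). ATP5G1 rose by 1.44 ± 0.09 and COX7A2 by 1.40 ± 0.08. The tricarboxylic acid cycle had 16 of 23 genes rising and 2 falling with a median of 0.50 (adjusted p = 0.00011; adjusted p = 0.16 with an estimated correlation), among them IDH2 with a rise of 1.11 ± 0.08. For 58 mitochondrial ribosomal protein genes the median was 0.25, with 31 rising and 4 falling, or 30 and 4 adjusted over the list alone (adjusted p = 0.00056; adjusted p = 0.38 with an estimated correlation).

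Genes of nitrogen disposal and glucose synthesis were higher too. In the urea cycle 7 of 10 genes rose and 0 fell at a median of 0.56 and 0.61 relative to all genes (adjusted p = 0.0041; adjusted p = 0.29 with an estimated correlation). ASS1 and ASL, which build and split argininosuccinate, rose by 2.19 ± 0.15 and 1.65 ± 0.18, and the entry enzyme CPS1 rose by 0.46 ± 0.14. Amino acid catabolism other than that of branched chains had 20 of 25 genes rising and 1 falling at a median of 0.50 (adjusted p = 0.00013; adjusted p = 0.33 with an estimated correlation). Branched-chain degradation had 19 of 29 rising and 4 falling at a median of 0.46 (adjusted p = 0.0020; adjusted p = 0.19 with an estimated correlation), and its propionyl-CoA carboxylase subunit PCCA rose by 1.32 ± 0.10. Gluconeogenesis and glycogen genes had 11 of 18 rising and 2 falling, or 11 and 3 adjusted over the list alone, at a median of 0.50 (adjusted p = 0.0092; adjusted p = 0.15 with an estimated correlation). PC and PCK1, which carry pyruvate to phosphoenolpyruvate, rose by 1.77 ± 0.11 and 1.59 ± 0.32.

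Genes of cholesterol synthesis were lower after birth. Of 13 cholesterol synthesis genes 12 fell and 0 rose at a median of -0.99 and -0.93 relative to all genes (adjusted p = 0.0021; adjusted p = 0.42 with an estimated correlation). HMGCS1 fell by 2.35 ± 0.34, ACAT2 fell by 2.11 ± 0.21 and CYP51 fell by 1.90 ± 0.24. SCD and FASN, which desaturate and build fatty acids, fell by 3.02 ± 0.19 and 2.02 ± 0.20, and PNPLA3, a lipid-droplet acyltransferase and lipase, fell by 4.19 ± 0.29 to a background level of 6.12, a lower limit. AGPAT2 and GPAM, which place fatty acids on glycerol, rose 4.09-fold and 2.15-fold, so the lipogenesis list of 24 genes went both ways, with 11 rising and 9 falling (adjusted p = 0.86).

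Acute phase and interferon response genes were higher at 1 dpn. The list of 56 plasma proteins made by hepatocytes, to which complement C4A belongs, had 26 rising and 16 falling. It was not called (adjusted p = 0.22) and passed as higher under quantile normalization (adjusted p = 0.030). CRP, which tags bacteria and dying cells, rose by 6.34 ± 0.33 (adjusted p = 4.9e-17), from a background level of 5.78 ± 0.78 to 12.11 ± 1.11, again a lower limit. LRG1 rose by 4.97 ± 0.17, the pentraxin APCS by 3.45 ± 0.19, LBP, which presents endotoxin, by 2.93 ± 0.18, and complement C4A by 3.45 ± 0.12. The acute phase list had 12 of 17 genes rising and 1 falling at a median of 0.55 and 0.60 relative to all genes (adjusted p = 0.00011; adjusted p = 0.29 with an estimated correlation). Interferon response genes had 21 of 25 rising and 1 falling, or 22 and 1 adjusted over the list alone, at a median of 0.89 (adjusted p = 0.00016; adjusted p = 0.38 with an estimated correlation), with GBP1 up by 2.65 ± 0.33 and MX1 by 2.20 ± 0.38. Macrophage receptors CD14 and CD163 rose by 1.70 ± 0.09 and 1.27 ± 0.13 and MARCO fell by 0.87 ± 0.17, while 17 macrophage genes as a list had an adjusted p of 0.075. Antioxidant enzymes had 19 of 29 rising and 7 falling at a median of 0.45 (adjusted p = 0.0042; adjusted p = 0.26 with an estimated correlation), and proteasome genes 26 of 38 rising and 3 falling at a median of 0.31 (adjusted p = 3.0e-05; adjusted p = 0.15 with an estimated correlation). Chaperones went both ways: SDF2L1 and DNAJB11 of the endoplasmic reticulum rose by 3.53 ± 0.16 and 2.13 ± 0.10, whereas the cytosolic HSP90AB1 fell by 1.53 ± 0.06. Of other members, HSPB8 rose by 2.23 ± 0.23 and HSPA2 fell by 1.45 ± 0.21. Whether the direction follows the place in the cell was not tested. The list, which joins genes of both places, of 32 genes, 15 rising and 10 falling, had a median of 0.036 that turned to -0.044 under quantile normalization (adjusted p = 0.0497; adjusted p = 0.49 with an estimated correlation), and the call was lost under both scalings and without the array of lowest correlation in each stage.

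Genes of forming blood cells were lower at 1 dpn. All 16 erythroid genes fell, at a median of -1.90 and -1.84 relative to all genes (adjusted p = 3.4e-08; adjusted p = 0.21 with an estimated correlation). RHCE, a blood group protein, fell by 4.94 ± 0.23, AHSP, which guards free alpha-globin, fell by 4.38 ± 0.23 from 13.03 to 8.66, the globin HBM fell by 3.40 ± 0.18 and the erythroid regulator KLF1 fell by 2.83 ± 0.20. All 6 megakaryocyte genes fell at a median of -0.78 (adjusted p = 0.021; adjusted p = 0.26 with an estimated correlation). Among them PPBP fell by 2.70 ± 0.27 to 6.57, near background, a lower limit. The neutrophil granule genes NPG4 and LTF fell by 3.26 ± 0.32 and 2.58 ± 0.28, and the neutrophil list of 11 genes had an adjusted p of 0.12 and passed after median centring. PSP-II, known as a spermadhesin of seminal plasma, fell by 6.25 ± 0.20 (adjusted p = 4.8e-22), from 12.40 ± 0.45 to a background level of 6.15 ± 0.70, so this is a lower limit. TNNI2, a troponin of fast skeletal muscle, fell by 5.21 ± 0.45 to 6.61, near background, so this too is a lower limit. The muscle list of 6 genes had 4 falling and 1 rising at a median of -1.16 (adjusted p = 0.091) and passed as lower after median centring. ISYNA1, which makes inositol from glucose, fell by 3.46 ± 0.28, and the protease inhibitor CST6 fell by 3.66 ± 0.23 to a background level of 5.38, a lower limit as well.

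Fetal hepatocyte genes were lower at 1 dpn. Of 14 fetal hepatocyte genes 10 fell and 2 rose at a median of -0.81 and -0.75 relative to all genes (adjusted p = 0.011; adjusted p = 0.24 with an estimated correlation). The IGF and growth hormone list of 11 genes had 3 rising and 5 falling (adjusted p = 0.77). The imprinted genes PEG10, PEG3 and PLAGL1 fell by 2.23 ± 0.23, 1.80 ± 0.12 and 1.74 ± 0.15. NNAT of the fetal hepatocyte list rose by 1.48 ± 0.33 from 6.24, near background, a lower limit. IGF2, the fetal growth factor, fell by 0.61 ± 0.09 from 15.30, with 1 of its 10 probe sets going the other way, and IGFBP1 fell by 0.89 ± 0.22. GHR, through which growth hormone acts after birth, rose by at least 2.17 ± 0.26 from a background level of 5.59, and IGF1 rose by 0.50 ± 0.14, which did not pass in odd-numbered animals alone or with the actin ratio as a covariate. AFP fell by 0.25 ± 0.09 (adjusted p = 0.022), which was not passed under quantile normalization or median centring, and ALB rose by 0.35 ± 0.10. The immediate early genes EGR1 and MYC fell by 2.74 ± 0.31 and 1.68 ± 0.21, and HSD11B1, which regenerates active glucocorticoid, rose by 2.41 ± 0.10. The immediate early gene FOS had an SD of 1.87 at 94 dpc and 0.50 at 1 dpn. According to the study's methods the fetuses came by Caesarean section from anaesthetised sows and were killed in another way than the newborn. Whether this moved EGR1, MYC or FOS was not tested. Cytosolic ribosomal protein genes had 53 of 60 falling and 1 rising, or 54 and 1 adjusted over the list alone, at a median of -0.61 and -0.55 relative to all genes (adjusted p = 6.5e-12; adjusted p = 0.38 with an estimated correlation). RPL5 fell by 1.13 ± 0.08 and RPS4X fell by 1.00 ± 0.07. EIF4B, a helicase cofactor of translation start, fell by 1.95 ± 0.08.

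Rises made up 36.8% of the changed probe sets of period I. That share depended on the array scaling: it was 46.9% under quantile normalization, with 3757 rising and 4251 falling, and 52.7% with arrays centred on their medians, with 4165 rising and 3737 falling. Median centring moved the median change of all probe sets from -0.15 to 0.023, and the median of all genes was -0.058. With the preset correlation camera called 14 lists higher and 5 lower, and with an estimated correlation 0 of the 36 passed, the lowest adjusted p being 0.050, while 7 higher and 2 lower lists had an unadjusted p below 0.05.

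**Figure D3:**
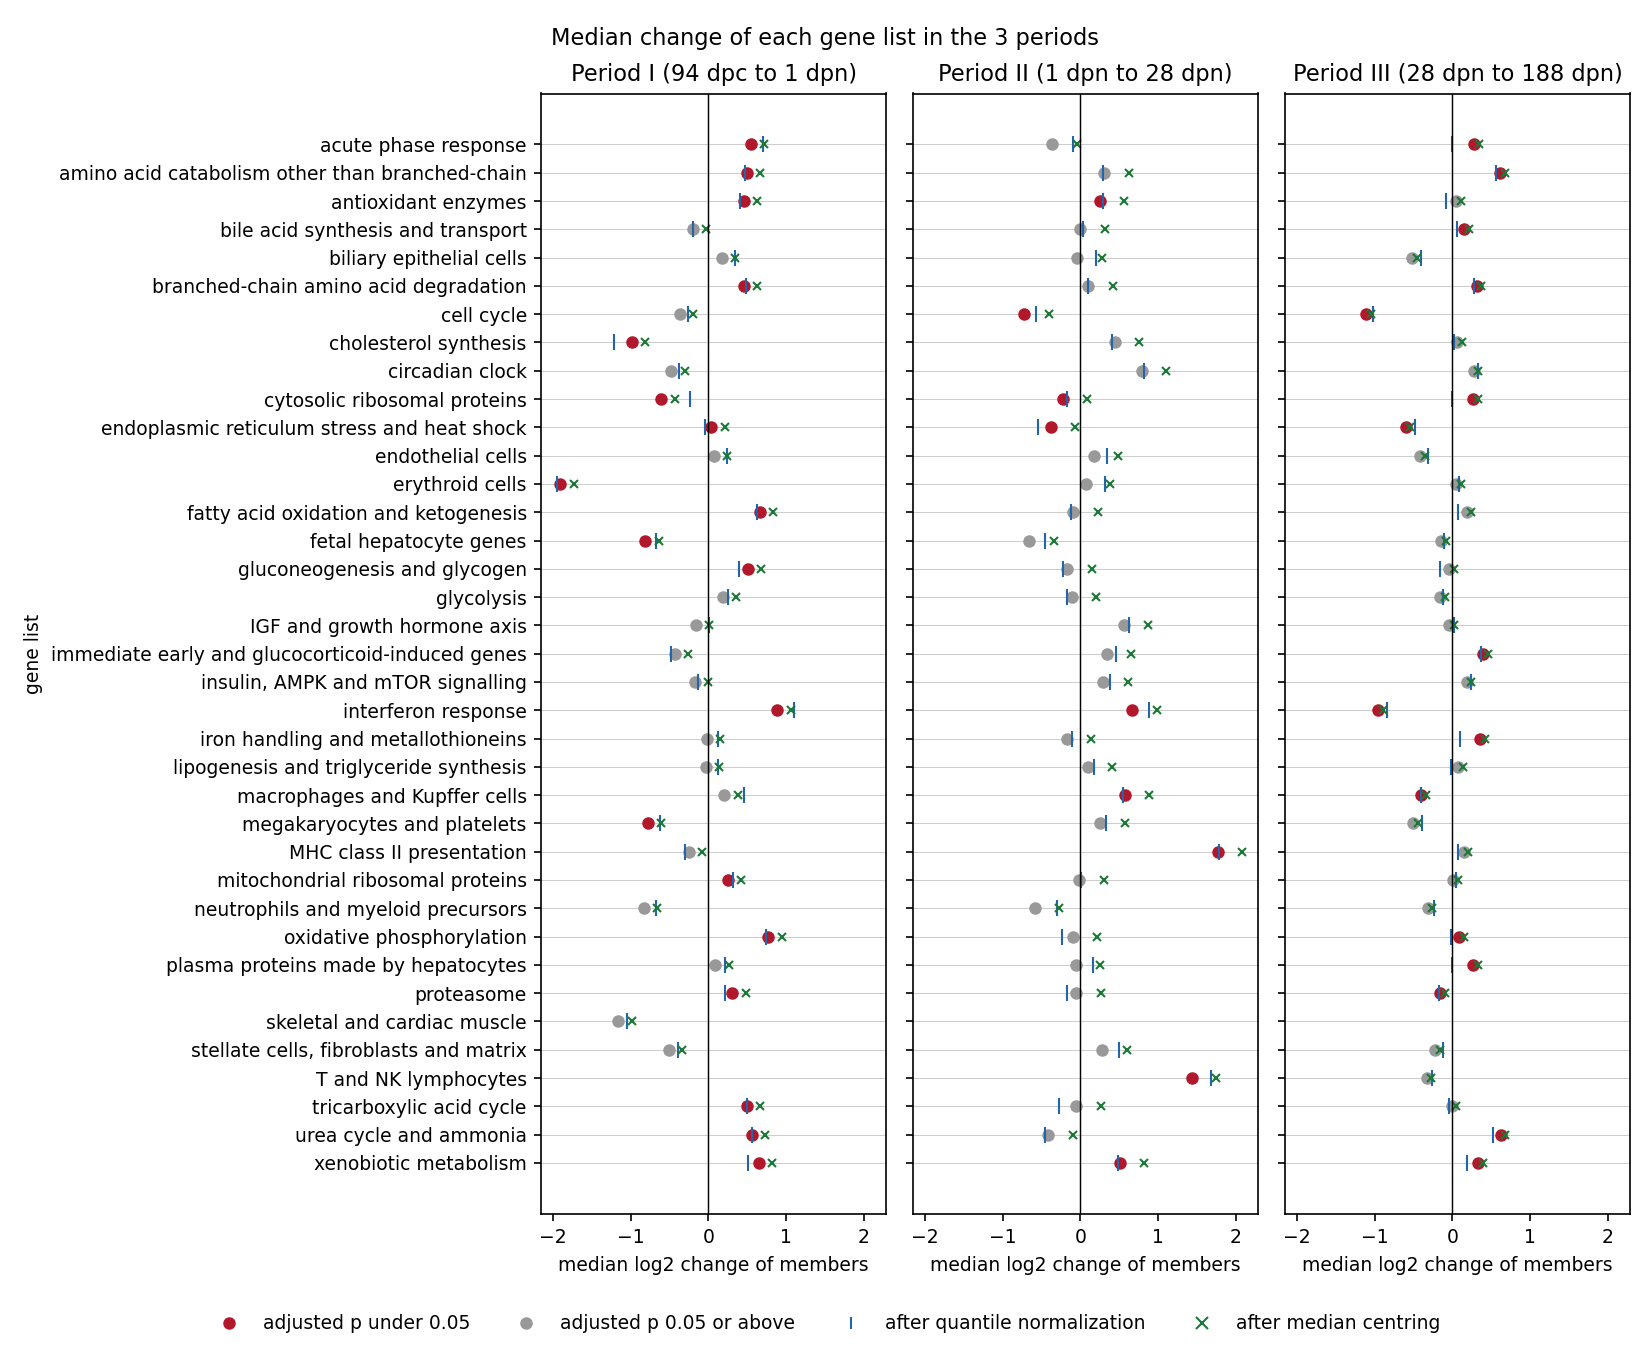
Median log2 change of each tested gene list in the 3 periods, with a red point for camera adjusted p below 0.05, a grey point for other lists, a blue tick for the median under quantile normalization and a green cross for the median after centring of the arrays. Cytosolic ribosomal protein genes have a median of -0.61 in period I, and in period II their median of -0.23 turns to 0.088 after centring, while the medians of oxidative phosphorylation, plasma protein, acute phase and ribosomal protein genes in period III and of chaperones in period I turn below 0 under quantile normalization.

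The comparison of 1 dpn (n = 15) with 28 dpn (n = 14), called period II, addresses the maturation of the liver from birth to weaning age. The xenobiotic, MHC class II and lymphocyte lists were higher at 28 dpn, and the cytochrome CYP3A29 was up 82.7-fold. The fetal product AFP was down 339-fold and IGF2 was down 12.6-fold. Of 12976 probe sets 3697 rose and 5065 fell, so that 67.5% changed. At least 2-fold changes numbered 825 upward and 1551 downward, and animals did not overlap for 595 that rose and 886 that fell, against 2.58e-06% by chance. According to the study's methods the older pigs had fasted and were killed in another way than the newborn. The actin 3'/5' ratio rose by 1.79 along with every change given for this period. With it as a covariate, chosen after seeing the data, 1366 probe sets rose and 1707 fell.

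Cytochromes made up 4 of the 10 largest rises. CYP3A29 rose by 6.37 ± 0.22 or 82.7-fold (adjusted p = 1.3e-20), from 7.46 ± 0.72 to 13.83 ± 0.53. CYP2A19, which clears the boar-taint compound skatole, rose by 5.88 ± 0.33, and CYP3A46 and CYP3A39 rose by 5.04 ± 0.19 and 4.18 ± 0.21. The xenobiotic list had 26 of 49 genes rising and 7 falling at a median of 0.50 and 0.54 relative to all genes (adjusted p = 0.0022; adjusted p = 0.24 with an estimated correlation). The xenobiotic receptor NR1I2 fell by 1.56 ± 0.10 and SULT1E1 fell 2.39-fold. KHK, which commits fructose to metabolism, rose by 5.20 ± 0.19 or 36.7-fold, the folate receptor FOLR2 by 3.89 ± 0.13 and the urate and phosphate transporter SLC17A1 by 3.22 ± 0.28 from a background level of 5.58. DGAT2, which completes triglycerides, rose by 2.13 ± 0.14, while PLIN2, a coat protein of lipid droplets, fell by 2.96 ± 0.28. CYP7A1, the entry to bile acid synthesis, rose by 2.17 ± 0.54 from a background level and did not pass with the actin ratio as a covariate.

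Fetal hepatocyte genes were among the largest falls. AFP, the fetal counterpart of albumin, fell by 8.40 ± 0.21 or 339-fold (adjusted p = 5.8e-25), from 15.59 ± 0.20 to 7.19 ± 0.81. S100G, a calcium-binding protein, fell by 8.31 ± 0.49 (adjusted p = 4.1e-15), from 14.02 ± 1.08 to a background level of 5.71 ± 1.71, a lower limit. PEG10 fell by 4.97 ± 0.31 and IGF2 fell by 3.65 ± 0.14, with 1 of its 11 probe sets going the other way. IGF1 rose by 0.93 ± 0.24, its partner IGFALS 2.83-fold and GHR by 1.02 ± 0.16, while IGFBP1 fell by 1.13 ± 0.29. Of these, IGF1, IGFALS and IGFBP1 did not pass with the actin ratio as a covariate. The list of 14 fetal hepatocyte genes had a median of -0.66 and an adjusted p of 0.082, with 8 falling and 4 rising, and passed after median centring. HPD, which had risen in period I, fell by 3.65 ± 0.21. ALB fell by 0.79 ± 0.09 from 16.26.

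MHC class II, lymphocyte, macrophage and interferon response genes were higher at 28 dpn. The neutrophil list had 6 of 9 genes falling and 3 rising (adjusted p = 0.76), and the acute phase list 10 of 17 falling and 2 rising (adjusted p = 0.16), where CRP rose by 1.47 ± 0.35 and did not pass with the actin ratio as a covariate. Of 9 MHC class II presentation genes 8 rose and 0 fell at a median of 1.77 and 1.80 relative to all genes (adjusted p = 0.00019; adjusted p = 0.26 with an estimated correlation). SLA-DQB1 rose 5.66-fold and SLA-DRA 5.27-fold. T and NK lymphocyte genes had 8 of 10 rising and 0 falling, or 9 and 0 adjusted over the list alone, at a median of 1.43 (adjusted p = 0.00074; adjusted p = 0.24 with an estimated correlation). GNLY, a pore-forming protein of killer cells, rose by 4.42 ± 0.32 (adjusted p = 3.5e-13) from a background level of 5.52, the T cell chemokine CCL5 by 2.02 ± 0.19 and CD8A by 2.62 ± 0.30 from a background level of 5.59. JCHAIN, which joins secreted antibodies, rose at least 5.67-fold from background. Macrophage genes had 10 of 18 rising and 3 falling at a median of 0.57 (adjusted p = 0.0041; adjusted p = 0.35 with an estimated correlation), with SIGLEC1 up by 2.42 ± 0.22 from a background level of 4.64 and the complement receptor VSIG4 by 1.67 ± 0.12, and MRC1 fell by 0.68 ± 0.14. Interferon response genes had 17 of 28 rising and 1 falling at a median of 0.67 (adjusted p = 0.0034; adjusted p = 0.59 with an estimated correlation). ISG15 rose by 2.40 ± 0.42 and CXCL9 by 2.15 ± 0.31, while EIF2AK2 fell by 1.48 ± 0.22. With the actin ratio as a covariate the interferon list, CD8A, MRC1, ISG15, CXCL9 and EIF2AK2 did not pass.

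Cell cycle and chaperone genes were lower at 28 dpn. ASNS, induced when amino acids run short, fell by 3.71 ± 0.21 or 13.0-fold (adjusted p = 1.8e-15), TMED3, a cargo receptor of the secretory route, fell by 3.19 ± 0.20, and the signal peptide peptidase HM13 fell by 3.05 ± 0.14. HSPA13 fell by 2.95 ± 0.23 and the splicing helicase DDX39B fell by 2.87 ± 0.09. The chaperone list had 20 of 31 genes falling and 6 rising at a median of -0.38 and -0.34 relative to all genes, or -0.55 under quantile normalization and -0.063 after median centring (adjusted p = 0.014; adjusted p = 0.43 with an estimated correlation), where DNAJC3 fell by 1.94 ± 0.11 and CALR rose by 1.70 ± 0.11. Cell cycle genes had 33 of 48 falling and 1 rising, or 34 and 1 adjusted over the list alone, at a median of -0.72 (adjusted p = 0.0013; adjusted p = 0.69 with an estimated correlation). CHEK1 fell by 1.68 ± 0.21 and TOP2A fell by 1.48 ± 0.28. Cytosolic ribosomal protein genes had 35 of 60 falling and 4 rising at a median of -0.23, which turned to 0.088 after median centring, and -0.19 relative to all genes (adjusted p = 0.0013; adjusted p = 0.69 with an estimated correlation), and centring also ended the call. RPL22L1 fell by 1.88 ± 0.10 and RPL37 rose by 1.03 ± 0.13.

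Genes of energy metabolism went both ways. Oxidative phosphorylation genes had 22 of 60 falling and 11 rising, or 21 and 11 adjusted over the list alone, at a median of -0.10, which turned to 0.21 after median centring, and the list had an adjusted p of 0.38 and passed as lower under quantile normalization. CYCS fell by 1.49 ± 0.13 and NDUFS1 fell by 1.27 ± 0.10, and COX7A1 rose by 1.64 ± 0.15. Urea cycle genes had 6 of 10 falling and 2 rising at a median of -0.41 (adjusted p = 0.42), where ARG2 fell by 1.81 ± 0.24 and ARG1 fell by 1.07 ± 0.22, both not passing with the actin ratio as a covariate. The ammonia channel RHBG rose by 1.61 ± 0.26 and did not pass with it either. PCK1 rose by 0.47 ± 0.12, a change of -0.22 with that covariate. Antioxidant enzymes had 16 of 29 rising and 5 falling, or 17 and 5 adjusted over the list alone, at a median of 0.25 (adjusted p = 0.027; adjusted p = 0.35 with an estimated correlation), a call lost under quantile normalization and with the actin ratio as a covariate. PRDX6 rose by 1.64 ± 0.17. The clock genes CRY2 and DBP rose by 1.49 ± 0.20 and 1.27 ± 0.14, while ARNTL fell by 1.49 ± 0.19.

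Rises were 42.2% of the changes of period II, 52.5% under quantile normalization, with 4622 rising and 4188 falling, and 65.9% after median centring, with 5932 rising and 3064 falling, which moved the median change from -0.099 to 0.22. At least 2-fold changes after median centring numbered 1714 upward and 820 downward, against 825 and 1551 without it. The median of all genes was -0.035. Camera called 6 lists higher and 3 lower with the preset correlation, and with an estimated correlation 0 of 36 passed, the lowest adjusted p being 0.24, while 2 higher and 0 lower lists had an unadjusted p below 0.05.

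The comparison of 28 dpn (n = 14) with 188 dpn (n = 16), called period III, spans growth from the weaned piglet to slaughter age, between stages that were both fasted. Cell cycle and interferon response genes were lower at 188 dpn, with RRM2 down 7.21-fold and MX1 down 3.99-fold. Genes of amino acid breakdown and drug metabolism were higher, with SDS up 5.42-fold and CYP2B22 up 7.37-fold. Of 12568 probe sets 1951 rose and 3023 fell, so that 39.6% changed. At least 2-fold changes numbered 155 upward and 301 downward, and animals did not overlap for 61 that rose and 95 that fell, against 1.38e-06% by chance. The actin 3'/5' ratio rose by 0.46 (permutation p = 0.010).

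Of 39 cell cycle genes 35 fell and 0 rose at a median of -1.11 and -1.05 relative to all genes (adjusted p = 1.3e-13; adjusted p = 0.19 with an estimated correlation). RRM2, which supplies deoxynucleotides, fell by 2.85 ± 0.25 or 7.21-fold (adjusted p = 2.8e-10), from 9.47 ± 0.95 to 6.62 ± 0.43, and its partner RRM1 fell by 1.34 ± 0.14. CCNB1, which starts mitosis, fell by 2.12 ± 0.19, TOP2A fell by 1.94 ± 0.24 to a background level of 5.75 and RACGAP1, needed for cell division, fell by 1.91 ± 0.20. FNTA, a subunit of protein farnesyltransferase, had the largest fall and fell by 3.03 ± 0.20 or 8.19-fold (adjusted p = 3.9e-13). ALDH18A1, which makes proline and ornithine precursors, fell by 2.40 ± 0.16 and the mitochondrial nucleotide carrier SLC25A33 fell by 2.60 ± 0.24. PEG10 again fell by 1.95 ± 0.23.

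Genes of amino acid breakdown and drug metabolism were higher at 188 dpn. Amino acid catabolism other than that of branched chains had 20 of 26 genes rising and 1 falling at a median of 0.61 and 0.68 relative to all genes (adjusted p = 3.2e-10; adjusted p = 0.050 with an estimated correlation). SDS, which deaminates serine, rose by 2.44 ± 0.28 and ALDH1L1, which oxidises folate-bound formyl groups, by 1.24 ± 0.11. DDO, an oxidase of D-aspartate, rose by 2.31 ± 0.21, SLC3A1, a subunit of the cystine transporter, by 2.30 ± 0.21 and KYAT1 of the kynurenine route by 1.31 ± 0.13. Branched-chain degradation had 15 of 30 rising and 3 falling at a median of 0.31 (adjusted p = 0.00011; adjusted p = 0.15 with an estimated correlation), and the urea cycle 7 of 10 rising and 1 falling at a median of 0.62 (adjusted p = 0.0012; adjusted p = 0.24 with an estimated correlation). ARG2 and ARG1 rose by 1.36 ± 0.24 and 1.29 ± 0.20, while GLUL, which stores ammonia as glutamine, fell by 1.16 ± 0.20. KLF15, a regulator of amino acid breakdown in fasting, rose 2.29-fold. Xenobiotic genes had 27 of 49 rising and 5 falling, or 31 and 5 adjusted over the list alone, at a median of 0.34 (adjusted p = 7.3e-07; adjusted p = 0.050 with an estimated correlation). CYP2B22 rose by 2.88 ± 0.26 or 7.37-fold (adjusted p = 7.1e-10) and CYP2A19 by a further 2.47 ± 0.31, while CYP1A1 fell by 1.97 ± 0.41.

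LPIN1, a phosphatase of triglyceride synthesis and a coactivator, rose by 2.49 ± 0.13 or 5.61-fold (adjusted p = 4.4e-15). SCD and FASN rose by 1.69 ± 0.34 and 1.39 ± 0.33, and the lipogenesis list of 27 genes had 10 rising and 6 falling, or 10 and 7 adjusted over the list alone, at an adjusted p of 0.073. PDK4 and ANGPTL4 rose 2.69-fold and 2.37-fold, and PCK1 rose by 0.83 ± 0.10. Immediate early and glucocorticoid-induced genes had 17 of 32 rising and 3 falling at a median of 0.40 and 0.46 relative to all genes (adjusted p = 0.00035; adjusted p = 0.24 with an estimated correlation), with PER1 up by 1.09 ± 0.13. Bile acid genes had 6 of 16 rising and 1 falling, or 7 and 1 adjusted over the list alone, at a median of 0.15 (adjusted p = 0.018; adjusted p = 0.35 with an estimated correlation), a call lost under quantile normalization, with CYP27A1 up by 0.71 ± 0.08. Iron handling genes had 11 of 16 rising and 1 falling, or 11 and 2 adjusted over the list alone, at a median of 0.36 or 0.094 under quantile normalization (adjusted p = 0.00047; adjusted p = 0.14 with an estimated correlation). The heme-degrading enzyme BLVRA rose by 1.22 ± 0.11.

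Acute phase genes had 13 of 17 rising and 1 falling at a median of 0.28, which turned to -0.0090 under quantile normalization (adjusted p = 0.00022; adjusted p = 0.24 with an estimated correlation), and the call was lost under that normalization. CRP rose by 1.17 ± 0.22 and the homing chemokine CCL19 by 1.81 ± 0.18. Plasma protein genes had 37 of 57 rising and 2 falling, or 40 and 3 adjusted over the list alone, at a median of 0.27, which turned to -0.0094 under quantile normalization (adjusted p = 4.5e-09; adjusted p = 0.32 with an estimated correlation), and the call was lost under that normalization, and APOM, a carrier of sphingosine phosphate, fell by 0.98 ± 0.10. Of 28 interferon response genes 24 fell and 0 rose, or 26 and 0 adjusted over the list alone, at a median of -0.95 and -0.89 relative to all genes (adjusted p = 1.0e-07; adjusted p = 0.26 with an estimated correlation). MX1 fell by 2.00 ± 0.29, ISG15 fell by 1.79 ± 0.32 and USP18 fell by 1.70 ± 0.21. CASP1, which activates interleukins, fell by 1.65 ± 0.15 and the scavenger receptor MARCO fell by 2.08 ± 0.25. Macrophage genes had 10 of 18 falling and 1 rising, or 10 and 2 adjusted over the list alone, at a median of -0.40 (adjusted p = 0.044; adjusted p = 0.43 with an estimated correlation), a call lost without the array of lowest correlation in each stage. Chaperones had 21 of 31 falling and 2 rising, or 22 and 3 adjusted over the list alone, at a median of -0.60 (adjusted p = 4.5e-05; adjusted p = 0.24 with an estimated correlation), and HSPA5 fell by 1.22 ± 0.15.

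Lists of ribosome, respiratory chain and proteasome had small medians. Cytosolic ribosomal protein genes had 46 of 60 rising and 3 falling, or 47 and 3 adjusted over the list alone, at a median of 0.27, which turned to -0.0052 under quantile normalization (adjusted p = 1.9e-11; adjusted p = 0.35 with an estimated correlation), and the call was lost under that normalization. RPS2 rose by 0.38 ± 0.07. Oxidative phosphorylation had 16 of 61 rising and 12 falling, or 18 and 12 adjusted over the list alone, at a median of 0.087, which turned to -0.023 under quantile normalization (adjusted p = 0.0497; adjusted p = 0.69 with an estimated correlation), and the call was also lost without the array of lowest correlation in each stage. Proteasome genes had 17 of 38 falling and 3 rising, or 17 and 4 adjusted over the list alone, at a median of -0.16 (adjusted p = 0.047; adjusted p = 0.38 with an estimated correlation), a call lost after median centring, and PSMA6 fell by 0.64 ± 0.09.

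Rises were 39.2% of the changes of period III, 48.1% under quantile normalization, with 2322 rising and 2505 falling, and 51.1% after median centring, with 2529 rising and 2418 falling. The median of all genes was -0.061. With the preset correlation camera called 11 lists higher and 5 lower, and with an estimated correlation 0 of 36 passed, the lowest adjusted p being 0.050, while 7 higher and 2 lower lists had an unadjusted p below 0.05.

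HAMP, whose product hepcidin blocks iron release, had means of 12.08 ± 1.05, 12.23 ± 1.55, 8.50 ± 2.90 and 13.06 ± 0.97. It fell by 3.73 ± 0.80 in period II (adjusted p = 0.00014), a change that turned to 0.78 with the actin ratio as a covariate, and rose by 4.56 ± 0.72 in period III (adjusted p = 6.3e-06). FASN fell in period I, had a change of 0.48 ± 0.26 in period II (adjusted p = 0.097) and rose in period III. IGF1 rose in each period, by 0.61 ± 0.24 in the last (adjusted p = 0.045), a call that was lost without the filter and with the Welch test. ALB rose by 0.31 ± 0.08 in period III, which turned to -0.011 under quantile normalization, and CPS1 had changes of -0.31 ± 0.15 (adjusted p = 0.073) and 0.19 ± 0.11 (adjusted p = 0.17) after birth, whose signs turned under median centring and quantile normalization. FOS had a change of -0.96 ± 0.46 in period I (adjusted p = 0.070) and rose by 0.53 ± 0.19 and 0.65 ± 0.24 in the later periods, neither passing when all 60 animals were fitted together. CYP7A1 had a change of -0.10 ± 0.55 in period III (adjusted p = 0.90). HAMP had a change of 0.15 ± 0.45 in period I (adjusted p = 0.78). IGF2 had a change of -0.14 ± 0.13 in period III (adjusted p = 0.39), with 1 of its 8 probe sets going the other way, and IGFBP1, lower in the earlier periods, rose by 1.01 ± 0.25, which did not pass in odd-numbered animals alone.

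**Figure D4:**
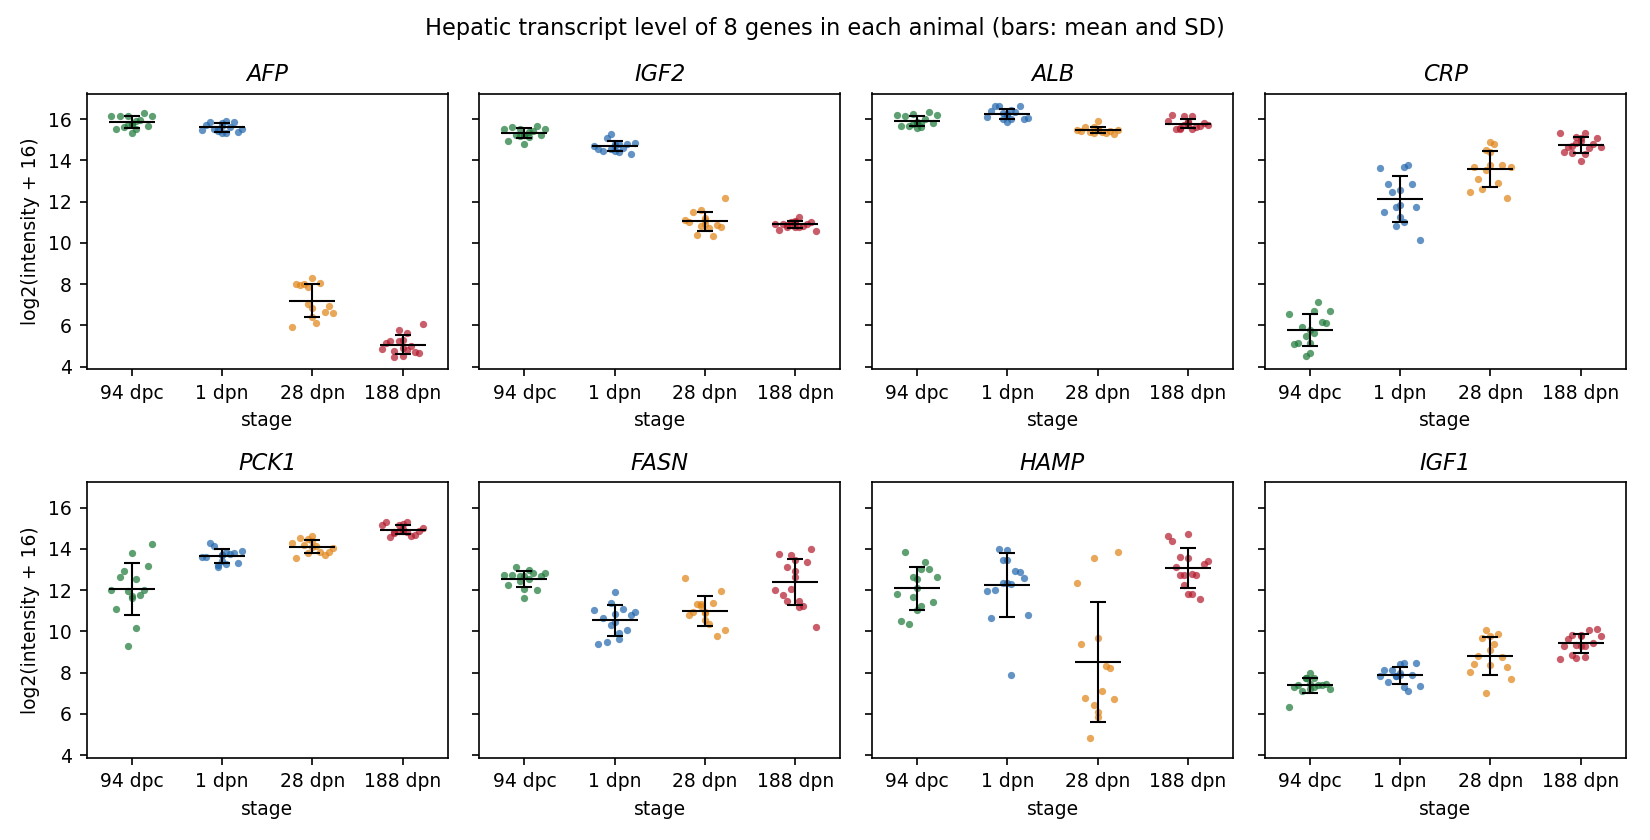
Log2 intensity of AFP, IGF2, ALB, CRP, PCK1, FASN, HAMP and IGF1 by stage, with each point 1 animal and the mean and SD of the stage drawn beside the points. AFP drops from a mean of 15.59 at 1 dpn to 7.19 at 28 dpn, CRP goes from 5.78 at 94 dpc to 12.11 at 1 dpn, and HAMP at 28 dpn spans 4.81 to 13.84 among animals.

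Some probe sets changed direction at 1 dpn. Of the 12208 probe sets tested in periods I and II, 1371 peaked at 1 dpn and 1400 had a trough there, while 814 rose in both periods and 1690 fell in both. Independent changes would give 1267 peaks and 1256 troughs. With odd-numbered and even-numbered animals of 1 dpn kept apart there were 1134 and 1127 peaks and 1153 and 1127 troughs. Odd-numbered animals alone gave 891 peaks and 927 troughs, and the actin ratio as a covariate 575 and 574, both runs chosen after seeing the data. At 28 dpn 862 of 12182 probe sets peaked and 430 had a trough, 831 rose in both periods and 1176 fell in both, against 917 peaks and 641 troughs for independent changes. With the animals of 28 dpn kept apart, the peaks numbered 478 and 556 and the troughs 211 and 196. Odd-numbered animals alone gave 438 peaks and 133 troughs at 28 dpn, and the actin ratio as a covariate 278 and 96. Troughs there numbered 278 after median centring and 756 with Storey's q-values.

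The study chose genes for quantitative PCR, and array changes of their probe sets are given here for the 3 periods. The annotation lists no gene for the probe sets of DHCR7 and NDUFS8 and for the one used for PRKAA1, and they are named by that choice. The respiratory chain subunits NDUFA4, NDUFS7 and NDUFS8 rose by 1.26, 1.29 and 1.00 in period I. In period II NDUFA4 and NDUFS8 fell by 0.50 and 0.32, calls lost after median centring, and NDUFS7 rose by 0.39, and in period III NDUFS7 fell by 0.40. DHCR7 rose in period III from 11.23 to 12.33 (adjusted p = 4.8e-05). PPARGC1A, a coactivator of mitochondrial genes, fell by 0.98 in period II and rose by 0.60 in period III. For PRKAA1 that probe set fell by 0.68 in period I, whereas the one that carries its symbol rose by 0.49, and both fell in period II. PRKAA2 rose by 0.63 in period III and GADD45B rose by 0.72 in period II. The probe set of RPL10, which lists a pair of genes, fell by 0.30 and 0.25 and then rose by 0.28, and its later directions turned under quantile normalization, while its call in period I was lost under both scalings.

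Pathway genes that the study printed for these stages were measured in part, and of the RAN genes it printed for AP animals in period I none was. For the pathways printed for AP animals alone, which were picked from these samples and are not independent evidence, 3 of 8 mTOR genes rose in period I and 0 fell, namely EIF3I, PRKAA1 and VEGFB. In period II 2 of 3 AMPK genes rose (MAPK14 and PRKAG2), 1 of 3 branched-chain genes rose (IVD), and 1 of 3 oxidative phosphorylation genes fell (COX10), which turned to 0.098 after median centring and was 0 adjusted over the list alone. NDUFS8, printed for the same pathway, is outside this count because the annotation lists no gene for its probe set, which fell by 0.32. In period III 6 of 9 glucocorticoid receptor genes fell, 4 of 7 mTOR genes fell and 3 of 5 PPAR genes fell, with 0 rising in each. RAN rose by 0.30 ± 0.08 in period III, with 6 of its 9 probe sets going the other way and no call under quantile normalization, and CSE1L of the same pathway fell by 0.40 ± 0.12.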

Values the study reported

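The study counted probe-sets whose regulation between consecutive stages differed between its diet groups. For AP animals it reported 1,323 such probe-sets in period I. In period II it reported 733, with 387 higher and 346 lower in the older animals. In period III it reported 1,372, of which 566 increased. These counts leave out every probe-set regulated alike in both diet groups, so they are not of the same kind as counts of all changed probe-sets.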

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

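The tests of array scaling, of separate labelling runs for ribosomal RNA and of cell share for the erythroid genes were chosen after the results were seen, and the others before. For the ribosomal protein genes the scaling test replaced a planned one, which asked whether the median stayed below 0 under both other scalings, and it did in period I, at -0.242 or lower, and not in period II. Control probe sets were not tested as transcripts or list members in the report, where some serve as measures of RNA quality. Those named next had the largest changes among controls whose values in 2 consecutive stages did not overlap. Smaller changes without overlap were those of CreX-3, which fell by 0.75, ThrX-5, which fell by 0.996, and a thr-3 control, which rose by 0.82, in period I. In period II a 5' control of EF1A fell by 0.82 without overlap. The 18S control rose by 4.82 in period II, from 9.03 to 13.86. The 28S controls rose by 2.39, from 12.36 to 14.74, and by 1.91, from 12.87 to 14.78, in the same period. The 5' actin controls fell by 1.71, from 12.81 to 11.10, and fell by 1.54, from 12.66 to 11.12, in period II. The CreX-5 hybridization control fell by 1.07 in period I, from 15.41 to 14.34. The control Angioten_5 rose by 1.44 in period I, from 7.19 to 8.63, and fell by 1.5 in period II, to 7.13. The control Angioten_M fell by 1.43 in period II, from 8.21 to 6.79.

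Ribosomal RNA controls were higher at 28 and 188 dpn than before. Loss of RNA integrity, read from the slope of 18S on the actin 3'/5' ratio within stages, predicted a shift of 0.137 (95% interval -0.35 to 0.599) against the 4.82 measured, and after median centring the shift was 5.14, so the tables argue against either as the whole cause. The lowest 18S value of the 2 older stages lay 3.07 above the highest of the 2 younger ones, and 0 stages had animals on both sides. Labelling runs split by stage therefore cannot be told apart from age as the source, and another 18S control that went the other way, from 12.23 to 10.27, is left without an account. That age, fasting or the way of killing changed the RNA itself stays open and was not tested.

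Cytosolic ribosomal protein genes were lower in periods I and II, with medians of -0.61 and -0.23. Neither call of camera held with an estimated correlation (adjusted p = 0.38 and 0.69). The size of the shift relative to all genes was 0.548 in period I, against 0.288 for the highest other split of the animals. In period II it was 0.192 against 0.183. Among 10000 random lists matched on mean level these medians stood at percentile 0.01 (middle 95% of those lists -0.161 to 0.146) and percentile 0.14 (-0.164 to 0.0843), which argues against a general compression of bright probe sets. Slopes on the actin ratio predicted -0.0707 (95% interval -0.124 to -0.0237) in period I and 0.238 (0.0744 to 0.418) in period II, the latter in the opposite direction to the fall. Relative to all genes the list had -0.548 and -0.192, and under quantile normalization -0.277 (95% interval over members -0.344 to -0.197) and -0.219 (-0.281 to -0.158), which argues against array scaling as the whole cause of this relative fall. Median centring, which moves all genes alike, turned the period II median itself to 0.0875 and ended the call of camera, so whether these transcripts fell in absolute terms in period II stays open, and a lower demand for ribosomes after birth is a hypothesis that was not tested.

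Erythroid genes were lower in period I, with a median of -1.90. A larger hepatocyte share would lower other cell types alike, but endothelial, stellate and biliary markers had medians of 0.0733, -0.51 and 0.17. The lowest of these, that of 26 stellate genes of which 16 fell, still exceeded the erythroid median by 1.39 (95% interval over members 0.855 to 2.1). Relative to all genes the list had -1.98 under quantile normalization (95% interval over members -2.71 to -1.17). Intervals over members do not measure the spread between animals. Slopes on the actin ratio predicted -0.0846 (95% interval -0.198 to -0.00916). The tables thus argue against these 3 explanations as the whole cause. A departure of erythroid cells from the liver around birth may account for it, as a hypothesis found in these data that was not tested. The separate experiment of the fetuses is confounded with this step.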

How the results depend on the processing

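The runs with odd-numbered animals and with the actin 3'/5' ratio as a covariate were chosen after seeing the data. Of 308 counts under the alternatives, 273 stayed within 1.5 times the value reported and 35 moved. Of 10144 values of named genes, 9618 kept direction and side of the threshold, 378 lost a call, 70 gained one, 10 reversed and 68 that had no call changed sign or size. Of 1287 values of gene lists, 1161 kept both, 71 lost a call, 22 gained one, 1 reversed and 32 without a call moved. The list counted as reversed is oxidative phosphorylation in period III under quantile normalization. Other called lists whose median changed sign under a scaling also lost their call and are counted as such. They are chaperones in period I, ribosomal proteins in periods II and III, and acute phase and plasma proteins in period III. For all values given next the cause was not tested, except that the 70th percentile filter and the odd-numbered animals test fewer probe sets or animals.

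With the filter at the 70th percentile 3292 probe sets fell in period I, 678 of them at least 2-fold, 2981 fell in period II, 866 at least 2-fold, 185 fell at least 2-fold in period III and 8563 showed any change. Under quantile normalization the RPL10 probe set had a change of 0.0367 in period II and -0.0116 in period III, ALB had -0.0107 and the oxidative phosphorylation list -0.0233 in period III, and camera called 5 lists lower in period II and 7 higher in period III. After median centring 681 fell at least 2-fold in period I, 5932 rose and 3064 fell in period II, 1714 and 820 at least 2-fold, and 278 had a trough at 28 dpn. COX10 and the RPL10 probe set then had changes of 0.0978 and 0.0621 in period II, and 8 lists were called lower in period I. Storey's q-values gave 756 troughs at 28 dpn. Odd-numbered animals alone gave 912 rises and 1609 falls in period III, 891 peaks and 927 troughs at 1 dpn, and 438 peaks and 133 troughs at 28 dpn. With the actin ratio as a covariate 1366 rose and 1707 fell in period II, of which 1310 and 1676 are the same probe sets as in the comparison without it. It also gave 575 peaks and 574 troughs at 1 dpn, 278 peaks and 96 troughs at 28 dpn, and 6 lists called lower in period II. In period II it turned CLDN7 to -0.0185, ELF3 to -0.515, HAMP to 0.782, PCK1 to -0.224 and CDKN1A to 0.176. The ratio did not overlap between 1 and 28 dpn, so this fit extends slopes beyond the animals that gave them. With an estimated correlation camera called 0 lists higher and 0 lower in periods I, II and III, while at an unadjusted p below 0.05 it had 7 and 2, 2 and 0, and 7 and 2. No paired analysis was possible because each animal was sampled at a single stage, and litters could not be used as blocks because the labels do not give them. Low signal over background limits the transcripts near the filter.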

Other observations

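The test of neighbouring animals was chosen after the result was seen, and the splits of the animals had been planned. Single genes of the endothelial, stellate and biliary lists changed, although with the reported scaling none of these lists was called in any period. After median centring the stellate list passed as lower in period I and the endothelial list as lower in period III. MGP, which keeps soft tissue free of calcium, rose by 1.99 ± 0.16 in period I and by 1.24 ± 0.18 in period II, and the matrix protein FBLN1 rose by 2.51 ± 0.20 in period II and by 0.86 ± 0.11 in period III. The basement membrane collagens COL15A1 and COL4A2 fell by 1.32 ± 0.24, to a background level of 5.70, and fell by 0.85 ± 0.17 in period III. Stellate cell genes as a list of 26 had medians of -0.51 in period I (adjusted p = 0.090) and 0.28 in period II (adjusted p = 0.13), with an adjusted p of 0.54 in period III. Over the 3 periods the adjusted p was 0.53, 0.59 and 0.056 for the endothelial list and 0.93, 0.89 and 0.10 for the biliary list. The endothelial junction gene CDH5 rose by 1.42 ± 0.11 in period II, with 1 of its 2 probe sets going the other way, while TIE1 fell by 1.49 ± 0.21. AQP1, a water channel of bile ducts and also of red cells, fell by 2.94 ± 0.17 in period I. EPCAM, a marker of bile duct cells, fell by 0.80 ± 0.15 in period II and fell by 0.97 ± 0.14 in period III.

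Carriers of hormones and iron also changed with age. SERPINA6 and SERPINA7, which carry cortisol and thyroxine, each fell by 1.92 in period I, and SERPINA6 rose by 1.86 ± 0.30 in period III. The transferrin receptor TFRC fell by 2.20 ± 0.45 in period I, and TF fell by 0.74 ± 0.08 in period II, with 1 of its 2 probe sets going the other way. HAMP differed most between animals of 28 dpn, from 4.81 to 13.84 around a mean of 8.50 ± 2.90, while at 188 dpn it ranged from 11.55 to 14.73. Clock genes as a list had medians of -0.48 in period I (adjusted p = 0.38), 0.79 in period II (adjusted p = 0.58) and 0.28 in period III (adjusted p = 0.10).

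Lists with fewer than 5 measured genes were not tested. Of 2 lymphocyte genes in period I, CD8B rose and CCL5 fell. Among 2 B cell and plasma cell genes JCHAIN rose in periods II and III, by 1.17 ± 0.20 in the latter. Of 4 muscle genes TCAP rose by 0.33 ± 0.08 in period III. The pancreatic acinar list had 0 measured genes in each period.

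Animals with neighbouring numbers within a stage resembled each other more than other pairs did. The mean correlation of their arrays, across genes after removal of the stage means, was 0.0379 against -0.0704 over all pairs (one-sided permutation p = 1e-05, the smallest the permutations can give). By stage the neighbours had -0.0105 at 94 dpc, 0.0573 at 1 dpn, 0.0768 at 28 dpn and 0.0313 at 188 dpn. Shared litters or shared processing runs may underlie it, as a hypothesis, and the labels give neither. With litter mates within a stage, standard errors that treat animals as independent may be too small. In periods II and III litters shared between the stages may instead make them too large, and neither effect was tested.

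Chance splits of the animals can be excluded as the source of the counts of changed probe sets. The real split was the only 1 of 100 to reach its count in period I, with 8298 against 1 for the highest other, in period II, with 8762 against 1998, and in period III, with 4974 against 3. It was also the only 1 of 100 for any change over the stages, with 12899 against 5535. Peaks and troughs numbered 2771 at 1 dpn and 1292 at 28 dpn, each in the only 1 of 100 splits to reach that count, against 0 for the highest other. Splits that call few changes can give few reversals, so this does not bear on whether successive changes are linked, and at 28 dpn the 862 peaks and 430 troughs lay below the 917 and 641 of independent changes. For the number of gene lists called with the preset correlation, chance could not be excluded: 8 of 100 splits called as many as the 19 of period I, with 20 the highest other, 28 as many as the 9 of period II, with 15, and 9 as many as 17 in period III, with 19, when adjusted within the period. The other splits called a median of 10, 7 and 6 lists in periods I, II and III. A random split can keep part of the stage difference, and the highest others called 1998 and 5535 probe sets. These list counts are therefore not a clean measure of chance. Single lists were compared by the size of their median relative to all genes. The real split had the largest of 100 for 18 of the 19 lists called in period I. It did so for 9 of 9 in period II and 15 of 16 in period III. This argues against chance splits as the source of these shifts. Margins could be small, as with 0.192 against 0.183 for ribosomal proteins in period II. The exceptions were chaperones in period I, reached by 16 of 100 splits, and bile acid genes in period III, by 3. Among lists that were not called the real split also had the largest for some and not for others. Stellate genes in period I, with 0.452 against 0.265, are a case of the former.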
